A study of Mus musculus with 38 samples. Its data were reported in "Neuronal activity rapidly reprograms dendritic translation via eIF4G2:uORF binding" (2024).

How the data were processed

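PL-Ribo-seq joins proximity labelling with ribosome profiling. A biotin ligase, TurboID, biotinylates proteins around it, streptavidin isolates the labelled complexes with their ribosomes, and the mRNA fragments that ribosomes protect from nuclease are sequenced. Primary cortical neurons of the mouse expressed TurboID-PSD95, which is carried to dendrites by the untranslated regions and localization elements of PSD95, or Pan-TurboID, which has no localization signal. According to the labels, biotin was given for 30 min, where the study's text has a shorter time for DHPG, and cycloheximide, which stops elongation, for 2 min. Neurons were depolarized with 55 mM KCl for 1 h, treated with 100 µM DHPG for 10 min, or treated with 20 nM siRNA against eIF4G2 for 72 h. GEO's labels gave the group and replicate number of all 38 libraries in 14 groups, 10 groups of 3 and 4 groups of 2. Descriptions in the labels place the DHPG inputs and the knockdown libraries in the cytosol, while their virus field gives PSD95-TurboID, which was used. Controls with another siRNA were not analysed here. The resting group of the DHPG comparison and the groups without knockdown come from the KCl experiment.

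According to their methods, the authors trimmed adapters and low-quality bases, separated the pooled libraries, cut off molecular identifiers and aligned the reads to mm10 with Rsubread. The names of the alignment files carry marks for removed ribosomal RNA and removed duplicates, and how duplicates were found is not stated. The authors then counted the 5′ ends of footprints in exon segments with plastid, with no offset to the decoded codon. The version, the use of strand and the treatment of reads that align in several places are not stated. Each library had 3 files, for CDS, 5′ UTR and 3′ UTR segments of UCSC known genes with Ensembl transcript identifiers, 114 files in all, and replicates were not pooled. The deposited counts are whole numbers per segment. The deposited RPKM values equal the counts scaled by segment length and library total, which was checked for every segment of every file. Counting 5′ ends without an offset places a ribosome upstream of the codon it decodes, so that footprints of ribosomes on the first codons fall in the 5′ UTR. Removal of duplicates can flatten strongly translated short regions. A footprint within exons shared by transcripts or by overlapping genes is counted in each of them, so overlapping genes are uncertain. Genes with near-identical copies, such as histones and ribosomal proteins, are uncertain as well.

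From the deposited counts, 1 transcript per gene was used, the one with the longest CDS and UTRs together. Of 67238 coding transcripts, 66664 (99.2%) were matched to gene symbols of GENCODE release M21 on the same assembly, and 574 were left out, which gave 22401 genes, of which 20896 had a 5′ UTR. The 5′ UTR and 3′ UTR files also held 37298 and 37910 transcripts without a CDS, with 38.0% to 77.5% and 71.5% to 87.2% of the counts of those files, and these were kept out of the comparisons. The median lengths were 175 nt for 5′ UTRs and 1101 nt for CDSs. Coordinates are those of mm10.

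CDS counts were tested with edgeR 4.0.16 in R 4.3.3, by its quasi-likelihood F test with robust estimation, TMM scaling, the filter filterByExpr and Benjamini-Hochberg adjustment at an FDR of 0.05. The study's own methods name edgeR's likelihood ratio test, which was run as an alternative. The 24 libraries of the KCl experiment shared 1 fit with 8 group means. The resting and depolarized dendritic comparisons set TurboID-PSD95 pulldowns against the mean of both inputs, as in the study. Fits for DHPG held 6 libraries, for DHPG against rest 12, within the knockdown 8, for knockdown against no knockdown 20 and for the check of Eif4g2 10. Counts in 5′ UTRs of the same transcripts were tested with the library sizes and TMM factors of the CDS counts. Standard errors were derived from the fold change and the F statistic. The 5′ UTR share was compared by exact permutation tests on 1 value per library. Correlations across genes used genes with a log2 CPM of at least 4, without Dlg4.

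In each comparison, the text names the 3 genes with the smallest p in each direction among those that passed the FDR and whose same-numbered replicates all moved in the direction of the fold change. Where none passed, the gene with the smallest p is named. Eif4g2, Dlg4 and genes that the study's text names were added. Some genes that meet this rule are not reported here. The comparisons, this rule, the main test and most alternatives were fixed before the data were examined. Gene lists for camera (limma 3.58.1, preset correlation 0.01) and fry were immediate early genes, stress response genes, postsynaptic density proteins, presynaptic and axonal proteins, cytosolic ribosomal proteins, nuclear-encoded subunits of oxidative phosphorylation, mitochondrially encoded genes, histones and initiation factors. Marker lists were for neurons, astrocytes, microglia, oligodendrocytes and endothelial cells. Lists of genes named in the study's text were its dendritic and de-enriched examples, its examples of increased translation in depolarized dendrites, its reporters with increased or decreased CDS translation, and its examples with upstream open reading frames. Of the 24 genes of postsynaptic density proteins 3 are in another list, as are 3 of 18 presynaptic and 6 of 11 dendritic examples. Lists that the study chose from these libraries are not independent evidence. No microglia marker and 1 endothelial marker passed the filter in the KCl experiment, so these lists were not tested there. The deposited RPKM values were used for 1 alternative, a z-score of the difference of quantile-normalized log2 values, modelled on that of the study for CDSs, with a pseudocount of 0.1 chosen here. For 5′ UTRs the study took its z-score from TurboID-PSD95 minus Pan-TurboID enrichment, whereas the mean of both inputs served as the reference here.

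Alternatives were RLE size factors, library size alone, no filter, a stricter filter of 1 CPM in 3 libraries and 30 counts, the likelihood ratio test, DESeq2 1.42.0, the transcript with the highest count, leaving out each replicate, the replicate number as a block, the TurboID-PSD95 input alone, enrichment beyond Pan-TurboID, and 5′ UTRs free of other CDSs. Removal of each library's trend with CDS length (lowess, span 0.3), 5′ UTR exons apart from the CDS, the block within condition, and sums of both inputs were chosen after seeing the data. To see whether replicate numbers pair libraries, deviations from group means were correlated. In the KCl experiment, all 36 pairs of libraries with the same number and condition correlated, at 0.127 to 0.711, while those with the same number in the other condition had a median of -3.09e-04. Numbers thus paired libraries within a condition, and not in the DHPG or knockdown experiment.

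The fits were tested on simulated counts with 200 genes changed by 2-fold or 4-fold. For resting dendritic translation, 26.5% and 81.0% of the changes in these 200 of 13019 genes were recovered. The simulated libraries were independent, while paired libraries correlated in the data, where 4055 genes passed in this comparison. Recovery thus holds for the simulated setting and does not measure depth alone. Intervals and tests cover the replicates given, and a count of 0 was given a floor of 3 counts over the group. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used for tables and plots.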

Results

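Ribosome-protected mRNA fragments (footprints) were measured by PL-Ribo-seq in primary cortical neurons of the mouse, in 38 libraries of 14 groups. The neurons expressed either TurboID-PSD95, a biotin ligase carried to dendrites by elements of the postsynaptic protein PSD95 (encoded by Dlg4), or Pan-TurboID, the same ligase without a localization signal. Each culture gave an input library of all footprints and a pulldown library of the footprints from biotinylated ribosome complexes. The KCl experiment held 24 libraries, made of 3 replicates of input and pulldown for both baits in resting neurons and in neurons depolarized with 55 mM KCl for 1 h. The DHPG experiment held 6 TurboID-PSD95 libraries, 3 inputs and 3 pulldowns, from neurons treated with 100 µM DHPG, an agonist of group I metabotropic glutamate receptors, for 10 min. The knockdown experiment held 8 TurboID-PSD95 libraries, with 2 replicates per group, from resting and depolarized neurons treated with siRNA against the translation factor eIF4G2 (gene Eif4g2). The total count per library lay between 5906281 and 35643247, and the coding sequences (CDSs) of the longest transcripts of all genes held between 2048604 and 14646402 counts per library. Replicates of a group differed by more than sampling noise. The chi-square per gene between replicate libraries was 8.61 to 47.5 in the KCl experiment, 1.48 to 8.87 in the DHPG experiment and 2.81 to 4.65 in the knockdown experiment, where sampling noise alone gives 1. These spreads set how small a difference each experiment could resolve.

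To ask which mRNAs were translated in resting dendrites, the CDS counts of resting TurboID-PSD95 pulldowns were compared with the mean of both resting inputs. Of 13019 genes tested, 4055 passed a false discovery rate (FDR) of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1916 of them higher and 2139 lower in the pulldown. Without replicate 3, 16 genes passed, against 3600 without replicate 1 and 2323 without replicate 2. Calls followed CDS length, with a Spearman correlation of 0.52 between CDS length and fold change across genes, which are not independent replicates. With each library's trend with CDS length removed, 2583 genes passed. Among the higher genes, Rundc3a (mm10 chromosome 11, CDS from 102393676 to 102402123) had a log2 fold change of 1.70 (SE 0.187, edgeR FDR 1.48e-05). Slc38a10 was higher by 1.495 (SE 0.190) and Dennd6b by 1.52 (SE 0.205) on the log2 scale, although Dennd6b reversed to -1.25 when its transcript with the highest count was used. Among the lower genes, Paxx changed by -1.70 (SE 0.240), Alg5 by -2.23 (SE 0.338) and Txnl4a by -1.33 (SE 0.207). For Alg5 the change was -0.04 with the transcript of the highest count. Eif4g2 was lower by a log2 fold change of -0.61 (SE 0.171, edgeR FDR 0.00954). Each of these genes moved in its direction in 3 of 3 replicates. Without replicate 3, Slc38a10, Paxx, Alg5, Txnl4a and Eif4g2 no longer passed, at edgeR FDRs of 0.0541, 0.0528, 0.0510, 0.0638 and 0.171.

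Gene lists fixed before the analysis were tested with camera, and with fry as a test that estimates the correlation between genes. Over 254 pairs of list and comparison, 72 passed an FDR of 0.05 in camera, 48 in fry and 33 in both. In resting TurboID-PSD95 pulldowns the 24 genes of postsynaptic density proteins were higher, with a median log2 fold change of 0.51 (camera FDR 5.85e-04, fry FDR 0.00305). Of these, 13 passed among all genes and 15 when adjusted over the list alone, and all 13 were higher. Cytosolic ribosomal proteins (median -1.01), nuclear-encoded subunits of oxidative phosphorylation (median -0.96) and histones (median -1.49) were lower in both tests. Fold changes of pulldown over input also followed CDS length with Pan-TurboID (Spearman 0.547) and after DHPG (Spearman 0.619). No list was tested with this trend removed, so a part of CDS length in list results of pulldown over input stays open here and below. Ribosomal protein and histone genes have near-identical copies, so their counts are uncertain. Immediate early genes were lower (median -0.54) and mitochondrially encoded genes higher (median 0.94) in camera but not in fry. Translation initiation factors (median -0.31) and pan-neuronal markers (median -0.44) were lower in fry but not in camera. Presynaptic and axonal proteins (median -0.25) and oligodendrocyte markers (median -0.28) passed neither test. Neither did stress response genes, with a median of -0.11. Astrocyte markers had a median of 0.51 and a mean of 0.03 and also passed neither. The examples that the study's text named as localized to resting dendrites in another assay had a median of -0.01 (0.03 with RLE size factors) and a mean of 0.42, and passed neither test. Of these 11 genes, 5 passed on their own over all genes and 5 adjusted over the list alone. Dlg4 (log2 fold change 4.47) and Frmd6 (2.00) were higher, while Map2 (-0.80), Ppp1r9b (-0.82) and Rpl24 (-0.83) were lower. The named de-enriched examples were too few to test as a list. Of these, Rapgef4 was higher (log2 fold change 0.89, edgeR FDR 0.00144).

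Pan-TurboID served as the control for the pulldown itself. Pan-TurboID pulldowns against their own inputs gave 4450 genes past an edgeR FDR of 0.05, of which 2189 were higher and 2261 lower. The count was 1280 without replicate 3 and 2412 without replicate 2. Psmc5 (log2 fold change 1.15, SE 0.139), Slc44a5 (1.505, SE 0.200) and Rab3gap2 (1.21, SE 0.165) were higher. Hmgb2 (-1.99, SE 0.259), Hist2h2bb (-1.502, SE 0.213) and Cplx1 (-1.41, SE 0.201) were lower, with the reads of Hist2h2bb and Hmgb2 uncertain because of near-identical copies. Eif4g2 was lower by -0.39 (edgeR FDR 0.0289), and leaving out any 1 replicate took it above 0.05. Postsynaptic density proteins (median 0.47), ribosomal proteins (median -0.89), oxidative phosphorylation subunits (median -0.78), histones (median -1.48) and initiation factors (median -0.28) passed camera and fry in the same directions as with the localized bait. With replicate number within condition as a block, mitochondrially encoded genes (median 0.60) and oligodendrocyte markers (median -0.65) passed camera as well. Across 7996 genes, the fold changes of TurboID-PSD95 and Pan-TurboID pulldowns, each over its own input and with no library shared, had a Pearson correlation of 0.945 and a Spearman correlation of 0.952, with a slope of 1.06. Their signs were the same for 91.5% of genes.

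**Figure D1:**
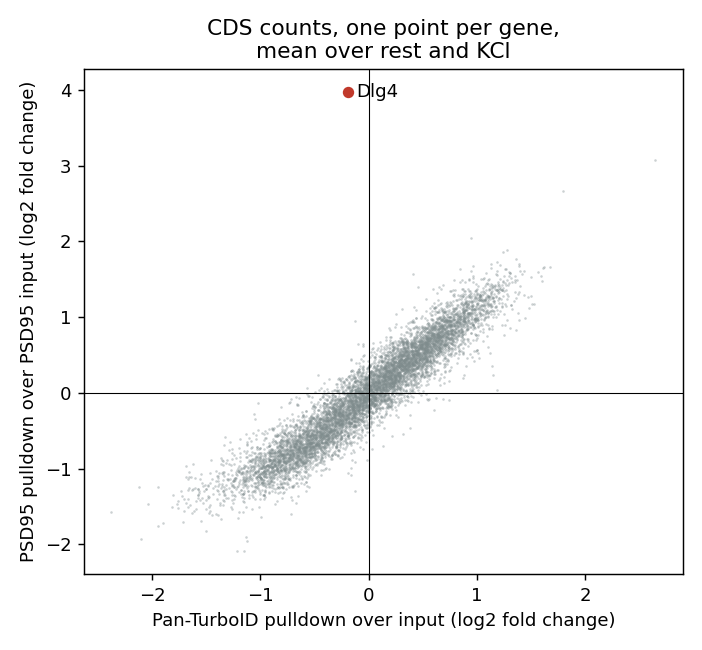
Log2 fold change of CDS counts in TurboID-PSD95 pulldowns over their inputs (vertical axis) against that in Pan-TurboID pulldowns over their inputs (horizontal axis), each the mean over resting and depolarized neurons, with one point per gene. The genes lie along one line with a Pearson correlation of 0.945, and Dlg4, marked in red, lies far above it.

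The enrichment of TurboID-PSD95 beyond that of Pan-TurboID was then tested as an interaction over both conditions. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1 of 13019 genes passed, and 169 had an unadjusted p below 0.05. That gene was Dlg4 (chromosome 11, CDS from 70018920 to 70031833), with a log2 fold change of 4.17 (SE 0.636, FDR 0.0412), higher in 3 of 3 replicates. Its FDR was 0.114 without replicate 1, 1 without replicate 2 and 0.0228 without replicate 3. The likelihood ratio test of edgeR gave 1 gene and DESeq2 gave 2, Dlg4 and Psmc5, the second of which was chosen after its values were seen. Dlg4 is the gene of the bait's localization signal. Its counts averaged 2180 ± 1731 CPM (counts scaled to library size; SD, n = 6) in TurboID-PSD95 pulldowns and 32.8 ± 13.1 CPM (SD, n = 6) in Pan-TurboID pulldowns. In inputs it averaged 142 ± 53.3 CPM (SD, n = 6) with TurboID-PSD95 and 39.4 ± 17.3 CPM (SD, n = 6) with Pan-TurboID, and it was higher with TurboID-PSD95 in 6 of 6 pairs of the same condition and number. Footprints on transcripts of the construct cannot be told from those of the endogenous gene in these counts. Between the inputs of both baits, 0 of 13019 genes passed in edgeR's quasi-likelihood test, its likelihood ratio test and DESeq2, and 197, 262 and 231 had an unadjusted p below 0.05. The gene with the smallest p was Dlg4 (log2 fold change 1.92, SE 0.449, FDR 0.999). With replicate number within condition as a block, Dlg4 passed (1.87, edgeR FDR 0.0145). With that block, astrocyte markers (median -0.13) and oligodendrocyte markers (median -0.24) were lower in TurboID-PSD95 inputs in camera. Beyond the enrichment of Pan-TurboID, astrocyte markers (median 0.17), oligodendrocyte markers (median 0.35), mitochondrially encoded genes (median 0.30), histones (median 0.09) and the study's dendritic examples, which hold Dlg4 (median 0.04), were then higher in camera. None of these lists passed camera without the block.

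In depolarized dendrites, 2344 genes passed an edgeR FDR of 0.05 against the mean of both depolarized inputs, of which 1453 were higher and 891 lower. The count was 17 without replicate 3, all higher, and 1134 without replicate 1 (854 higher, 280 lower). It was 2904 without replicate 2 (1460 higher, 1444 lower). With replicate number within condition as a block it was 4304 (2234 higher, 2070 lower), so the excess of higher genes depended on these choices. Rrbp1 (log2 fold change 1.56, SE 0.184), Dlg4 (5.41, SE 0.541) and Puf60 (1.39, SE 0.178) were higher. Rps23 (-1.81, SE 0.315), Cspg5 (-0.84, SE 0.156) and Gm49450 (-0.83, SE 0.156) were lower, with Rps23 uncertain because of processed copies. Without replicate 3, Rps23, Cspg5 and Gm49450 no longer passed, with edgeR FDRs of 0.126, 0.152 and 0.135. Eif4g2 did not pass (log2 fold change -0.31, SE 0.168, edgeR FDR 0.200). Postsynaptic density proteins were higher (median 0.60), and ribosomal proteins (median -0.90) and oxidative phosphorylation subunits (median -0.68) were lower, in camera and fry. Histones were lower in camera alone (median -1.17). Initiation factors (median -0.35), and the study's examples of genes with upstream open reading frames (median 0.46), passed fry alone. So did its examples of genes with increased translation in depolarized dendrites. The study took both sets of examples from these libraries, so that they are not independent evidence.

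Whether dendritic translation changed with depolarization was tested as the difference between the depolarized and the resting comparison. No gene of 13019 (0) passed in edgeR's quasi-likelihood test, and 343 had an unadjusted p below 0.05. The likelihood ratio test gave 2 genes, Dgat1 and Pcp4l1, and DESeq2 gave 1, Dgat1, with 460 and 424 genes at an unadjusted p below 0.05. Dgat1 was chosen after its values were seen. Pcp4l1 had the smallest p, with a log2 fold change of 3.92 (SE 0.863, edgeR FDR 0.720), in 3 of 3 replicates. It rested on low counts, at 0.303 ± 0.264 CPM (SD, n = 3) in resting and 6.06 ± 3.20 CPM (SD, n = 3) in depolarized TurboID-PSD95 pulldowns. In simulated counts with 200 of 13019 genes changed, this test recovered 63.5% of 4-fold and 4.5% of 2-fold changes, so that a change near 2-fold was mostly not detectable at this depth and spread. Of the study's examples of genes with increased dendritic translation, 6 were tested and 0 passed, with an FDR of 0.0517 in camera and 0.0626 in fry. Of the 10 genes it named as reporters with increased CDS translation, 0 passed. As a list they were higher in camera (median 0.65, FDR 0.00580) and not in fry (FDR 0.0606). Of 7 reporters with decreased CDS translation, 0 passed (camera FDR 0.0873). The study chose these examples and reporters by their changes in these libraries, so these lists are not independent evidence. Adjusted over each of these lists alone, the counts were also 0. Mitochondrially encoded genes (median -1.03), immediate early genes (median 0.30) and histones (median 0.28) passed camera but not fry. With replicate number within condition as a block, oxidative phosphorylation subunits passed camera too (median 0.20).

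Depolarization was visible in the pulldowns and inputs themselves. Between depolarized and resting TurboID-PSD95 pulldowns, without reference to input, 859 genes passed an edgeR FDR of 0.05, of which 432 were higher and 427 lower. The count was 1450 without replicate 1, 109 without replicate 2 and 91 without replicate 3. A fit of these 6 pulldown libraries alone, without robust estimation, gave 115 genes, so the count depended on the spread shared with the other libraries. Egr2 (log2 fold change 5.26, SE 0.395, edgeR FDR 3.33e-09), Dusp1 (2.56, SE 0.211) and Arc (3.59, SE 0.298) were higher. Apba1 (-2.46, SE 0.232), Grk2 (-2.43, SE 0.271) and Mapk6 (-2.998, SE 0.348) were lower. Between depolarized and resting inputs of both baits, 1999 genes passed, of which 823 were higher and 1176 lower, against 888 genes without replicate 2 and 517 without replicate 3. A fit of these 12 inputs alone, again without robust estimation, gave 2577 genes. Egr2 (4.57, SE 0.256, edgeR FDR 2.87e-12), Arc (3.48, SE 0.203) and Egr1 (3.58, SE 0.245) were higher. Apba1 (-2.51, SE 0.162), Adgrl1 (-1.999, SE 0.152) and Hs3st1 (-2.50, SE 0.196) were lower. Arc rose from 14.1 ± 2.86 to 143 ± 33.3 CPM in TurboID-PSD95 inputs and from 8.81 ± 2.25 to 104 ± 30.4 CPM in the pulldowns (SD, n = 3 each). Immediate early genes were higher in camera and fry in pulldowns (median 3.00, 17 of 19 past the FDR) and in inputs (median 2.96, 17 of 19). Stress response genes (medians 1.30 and 1.43) and oxidative phosphorylation subunits (medians 0.76 and 0.51) were also higher in both tests, in pulldowns and inputs respectively. Histones in pulldowns (median 0.68) were higher in camera alone. Postsynaptic density proteins were lower in inputs in fry alone (median -0.24). The study's examples of reporters with decreased CDS translation, which it chose from these libraries, were lower in pulldowns in fry alone (median -0.57).

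Ribosome occupancy of 5′ UTRs was analysed on 10158 genes, with CDS library sizes so that a general shift into 5′ UTRs stayed visible. The difference between depolarized and resting dendritic comparisons gave 0 genes past the FDR in edgeR's quasi-likelihood test, its likelihood ratio test and DESeq2, and 345, 593 and 567 genes at an unadjusted p below 0.05. Here the test recovered 12.5% of 200 simulated 4-fold changes over 10158 genes. Fbxo46 had the smallest p (edgeR FDR 0.982). Of the gene lists, astrocyte markers passed camera (median -0.03, FDR 0.0165) and not fry (FDR 0.838), where all genes had a median of 0.46. The median of all genes was 0.58, 0.09 and 0.47 without replicate 1, 2 and 3. With replicate number within condition as a block, where all genes had a median of 0.37, astrocyte markers (median -0.30) and oligodendrocyte markers (median -0.26) passed camera, the second only with it. The 5′ UTR of Fbxo46 had a count of 0 in all 3 resting TurboID-PSD95 pulldowns, and 3.17 ± 1.14 in CPM of the CDS library sizes in the depolarized ones (SD, n = 3). Between depolarized and resting TurboID-PSD95 pulldowns, 29 genes passed, all 29 higher. The median log2 fold change of all genes in this comparison was 0.65, and it was 0.77, 0.33 and 0.65 without replicate 1, 2 and 3. Fosb (3.85, SE 0.557, edgeR FDR 1.01e-05), Junb (3.63, SE 0.543) and Arc (3.66, SE 0.594) led, and all 3 are immediate early genes whose CDS counts rose as well. No gene (0) passed without replicate 3 in the quasi-likelihood test, where 462 had an unadjusted p below 0.05. The count was 6 without replicate 2 and 312 without replicate 1. Restricted to 5′ UTR exons that do not touch the CDS, the test gave 6 genes. A fit of all 5′ UTR counts in these 6 pulldown libraries alone, without robust estimation, gave 4 genes. Immediate early genes passed camera and fry in this comparison (median 2.29). Stress response genes (median 1.29), examples with upstream open reading frames (median 1.46), presynaptic proteins (median 0.84), oligodendrocyte markers (median -0.92) and astrocyte markers (median -0.10) passed camera alone. The examples with upstream open reading frames were taken by the study from these libraries and are not independent evidence.

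As one value per library, the 5′ UTR share is the percentage of 5′ UTR counts among 5′ UTR, CDS and 3′ UTR counts of the longest transcripts. TurboID-PSD95 pulldowns had a share of 11.2% ± 6.70 (SD, n = 3) after depolarization and 7.31% ± 2.40 (SD, n = 3) at rest. The difference of 3.84 percentage points did not exceed the spread between replicates (two-sided exact permutation p = 0.7, where 3 against 3 cannot go below 0.1). It was 5.97, 1.60 and 3.96 percentage points without replicate 1, 2 and 3. Inputs had 22.8% ± 3.50 (SD, n = 6) after depolarization and 19.8% ± 2.13 (SD, n = 6) at rest, a difference of 2.98 points (two-sided exact permutation p = 0.104). Without replicate 1 it was 3.49 points with an exact permutation p of 0.0286. These permutations take the inputs of both baits as independent, although inputs of the same number and condition were paired. With replicate number as a block (sign flips) p was 0.25 over all inputs, the smallest that 3 numbers can give. Pan-TurboID pulldowns had 9.75% ± 4.18 and 7.98% ± 1.52 (SD, n = 3 each), a difference of 1.77 points (exact permutation p = 0.5), which was 0.0324 without replicate 3 and 3.67 without replicate 1. Knockdown inputs had 20.5% ± 0.601 after depolarization and 15.2% ± 0.00677 at rest (SD, n = 2 each), a rise beyond their spread. Knockdown pulldowns had 6.05% ± 0.187 and 5.60% ± 0.572 (SD, n = 2 each), within their spread. No permutation test was run on these, as 2 against 2 cannot decide.

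**Figure D2:**
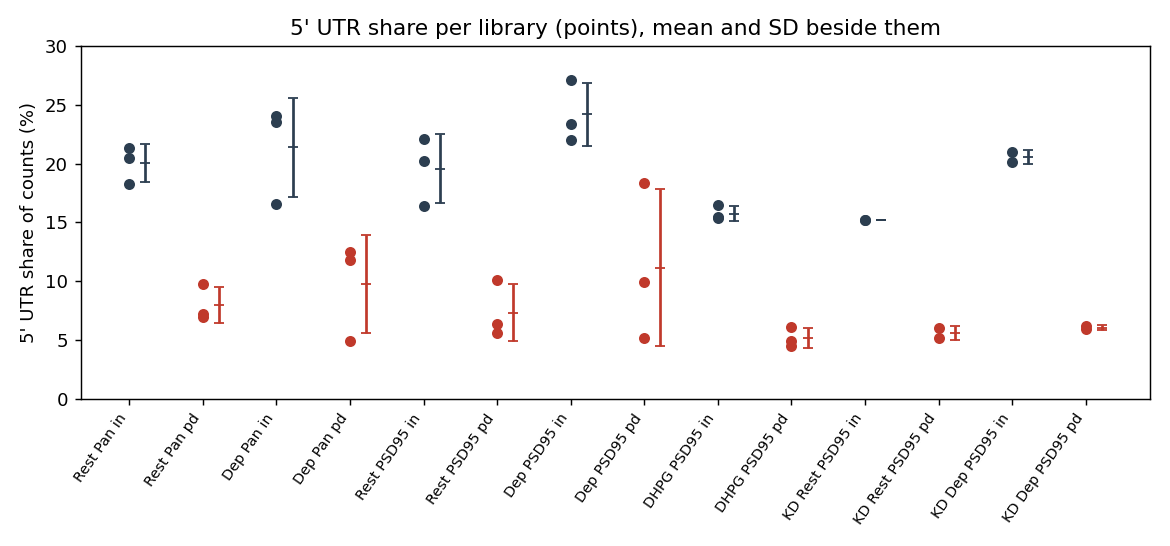
The 5′ UTR share of each library in percent (points), with the mean and SD of each group beside them, for inputs in dark blue and pulldowns in red. Every pulldown lies below its input of the same number, with inputs between 15.2% and 27.1% and pulldowns between 4.45% and 18.4%.

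The same share separated pulldowns from inputs. In 19 of 19 pairs of pulldown and input of one group and number, the 5′ UTR share was lower in the pulldown, with a median ratio of 0.353 (range 0.234 to 0.677). In 5′ UTR exons that do not touch the CDS, it was lower in 19 of 19 pairs, with a median ratio of 0.376. Over genes, with the share taken among 5′ UTR and CDS counts alone, 11133 of 11587 (96.1%) had a lower share in the pulldowns. Within long CDSs, the median density of the pulldown relative to its input rose with distance from the start codon, from a log2 value of -1.73 in the first bin to -1.15, -0.68, -0.18, 0.14 and 0.30 in those that followed. Both resting knockdown pairs fell from the second bin to the third, from -0.696 to -0.866 and from -0.497 to -0.853. The last bin exceeded the first in every one of 19 pairs, by 1.19 to 2.62 on the log2 scale.

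**Figure D3:**
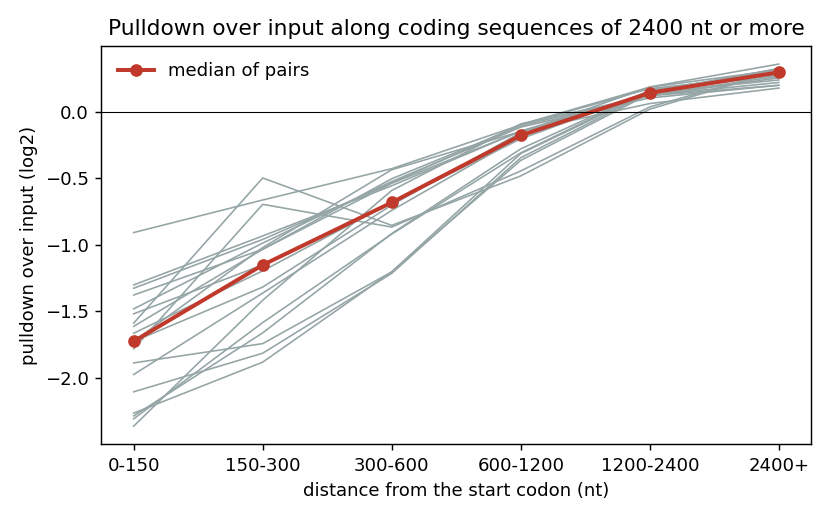
Density of CDS counts in the pulldown relative to its input (log2, vertical axis) by distance from the start codon in nucleotides (horizontal axis), within long CDSs, with a grey line for each of 19 pairs and the median in red. The last bin lies above the first in every pair, and the median goes from -1.73 to 0.30.

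After DHPG treatment, TurboID-PSD95 pulldowns were compared with their own inputs. The spread between replicates was small, with a biological coefficient of variation of 7.23% against 29.4% in the KCl experiment. Of 12273 genes, 9788 passed an edgeR FDR of 0.05, of which 4967 were higher and 4821 lower. Dlg4 (log2 fold change 3.18, SE 0.0684, edgeR FDR 5.15e-16), which includes any construct transcripts, Map1a (2.07, SE 0.0497) and Dync1h1 (1.66, SE 0.0466) were higher. Map2 (-1.54, SE 0.0507) was lower. Eif4g2 was lower by -0.29 (SE 0.0607). Postsynaptic density proteins (median 0.87) were higher, and ribosomal proteins (median -1.63), oxidative phosphorylation subunits (median -1.56), histones (median -1.78), immediate early genes (median -0.76), pan-neuronal markers (median -1.14) and initiation factors (median -0.55) lower, in camera and fry. The study's dendritic examples (median 0.86) passed fry alone, with 10 of 11 genes past the FDR, 7 of them higher.

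The DHPG comparison was set against that of resting TurboID-PSD95 libraries, which belong to the KCl experiment, so treatment and experiment cannot be told apart. Of 12803 genes, 876 passed an edgeR FDR of 0.05, with 336 higher and 540 lower. With library size alone as scaling, 1306 genes passed, 220 higher and 1086 lower. The count was 36, 73 and 219 without replicate 1, 2 and 3, and 402 with the trend with CDS length removed. Mast1 (log2 fold change 1.29, SE 0.136, edgeR FDR 4.93e-04), Nup153 (1.26, SE 0.145) and Amer3 (1.15, SE 0.134) were higher after DHPG. Ncl (-1.21, SE 0.154), Bzw1 (-1.17, SE 0.150) and Ywhae (-1.05, SE 0.142) were lower. Pan-neuronal markers were lower in camera and fry (median -0.74). Ribosomal proteins (median -0.46), oxidative phosphorylation subunits (median -0.47), histones (median -0.36) and initiation factors (median -0.23) were lower in camera alone. Postsynaptic density proteins passed camera alone, with a median of 0.03, which turned to -0.10 with library size alone, where the median of all genes was -0.18 and the list did not pass (camera FDR 0.0817).

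In the knockdown experiment the targeted gene was examined first. Eif4g2 (chromosome 7, CDS from 111072692 to 111081547) had 307 ± 27.5 CPM (SD, n = 4) in knockdown inputs, with 284, 283, 337 and 323 CPM in the single libraries. It had 599 ± 86.0 CPM (SD, n = 6) in TurboID-PSD95 inputs of the KCl experiment and 451 ± 6.402 CPM (SD, n = 3) in DHPG inputs. The knockdown level was 51.2% of the first and 68.0% of the second. Against the KCl experiment its log2 fold change was -0.96 (SE 0.113, edgeR FDR 1.66e-05). These are other experiments, and siRNA controls were not analysed here, so knockdown and experiment cannot be told apart. In the same comparison, 3302 of 12902 genes passed, 1400 higher and 1902 lower, and 813 genes (6.30%) had a lower fold change than Eif4g2. Enc1 (2.17), Bhlhe22 (1.69) and Spp1 (3.04) were the leading higher genes, and Spock3 (-2.86), Chgb (-1.75) and Slc17a7 (-2.30) the leading lower ones, on the log2 scale with SEs between 0.0985 and 0.224. Presynaptic proteins (median -0.73), oxidative phosphorylation subunits (median -0.42) and immediate early genes (median -0.84) were lower in camera and fry. Microglia markers were higher in both (median 3.40). Mitochondrially encoded genes (median 0.68) and ribosomal proteins (median 0.17) were higher in camera alone, and pan-neuronal markers lower in fry alone (median -0.43).

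Within the knockdown libraries, the difference between depolarized and resting dendritic comparisons gave 461 of 12239 genes past an edgeR FDR of 0.05, 183 higher and 278 lower. Leaving out single libraries gave 166 to 653 genes, with 166 and 266 without replicates 2 and 1 of the depolarized inputs and 201 and 202 without replicates 1 and 2 of the resting inputs. Homer1 (log2 fold change 3.72, SE 0.427, edgeR FDR 2.21e-06), Tubb5 (0.64, SE 0.0874) and Ipo5 (0.91, SE 0.134) were higher, and Tubb5 has close paralogs. Cst3 (-2.36, SE 0.134, edgeR FDR 1.62e-11), Bsg (-2.80, SE 0.166) and Ly6h (-2.24, SE 0.156) were lower. Eif4g2 did not pass (-0.25, edgeR FDR 0.474). Bsg fell from 1361 ± 367 to 233 ± 2.53 CPM in knockdown pulldowns and went from 659 ± 39.7 to 784 ± 28.4 CPM in inputs (SD, n = 2 each). Without knockdown it was 526 ± 57.2 CPM in resting and 700 ± 199 CPM in depolarized TurboID-PSD95 pulldowns (SD, n = 3 each). Ribosomal proteins (median -0.24) and oxidative phosphorylation subunits (median -0.25) were lower in camera and fry. Mitochondrially encoded genes (median -0.37), histones (median -0.32) and immediate early genes (median -0.31) were lower in camera alone.

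Whether knockdown changed the dendritic response to KCl was tested as the difference between this comparison and the same one in TurboID-PSD95 libraries without knockdown. In edgeR's quasi-likelihood test 1 of 13197 genes passed, and 542 had an unadjusted p below 0.05. That gene was Bsg, with a log2 fold change of -2.95 (SE 0.441, FDR 0.00814) and the same sign in both replicate numbers compared. Its FDR was 0.0871 without replicate 1, 1 without replicate 2 and 0.319 without replicate 3, so that leaving out any 1 number gave 0 genes, while its log2 fold change was -3.30, -2.50 and -2.91. Without number 1 or 2 each knockdown group holds 1 library. The likelihood ratio test gave 27 genes and DESeq2 gave 30. The test recovered 11.5% of 200 simulated 4-fold changes over 13197 genes and 0 of the 2-fold ones. Immediate early genes (median -0.76), ribosomal proteins (median -0.34), oxidative phosphorylation subunits (median -0.43) and histones (median -0.58) were lower in camera alone. Across 7534 genes, the KCl response of knockdown inputs had a Pearson correlation of 0.723 with that of TurboID-PSD95 inputs without knockdown, and the pulldowns one of 0.543. No library was shared between these comparisons.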

Values the study reported

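The study reported 946 translated upstream open reading frames, of which 78% used ATG as the start codon. It reported increased ribosome occupancy after KCl for about 40% of the 946 upstream open reading frames, and after DHPG for about 34%.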

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

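The tests of transcripts of the PSD95 construct, of CDS length, of a difference between experiments for Bsg and of a swap of labels, and the splits that move whole cultures or keep to pairs, were chosen after the result was seen. Results are taken up here where an effect differed between groups in a test of that difference, where 1 sample lay apart from its group, or where a signal appeared in data that no comparison tested.

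The enrichment of TurboID-PSD95 pulldowns over their inputs differed from that of Pan-TurboID at 1 gene, Dlg4, with a log2 fold change of 4.17 (SE 0.636). With all libraries thinned to the smallest CDS total it was 4.01 (SE 0.661), with an edgeR FDR of 0.117. Thinning leaves a fold change as it is on average, so this does not decide about library size. Its FDR was 0.114 without replicate 1 and 1 without replicate 2, so that the call rests on single replicates, while the log2 fold change was 4.28 and 4.37. Of 60 splits that moved pulldowns and inputs apart, 5 gave as many genes, but these also carry differences between pulldowns. With each pulldown moved together with its input, 1 of 60 splits did. With the baits exchanged only within pairs of the same number and condition, 1 of 32 splits did, the real one, so chance can be excluded for a gene past the FDR. At an unadjusted p below 0.05, 2 of these 32 splits gave as many genes, so it cannot be excluded for the genes below that threshold. The level of Dlg4 was also higher in TurboID-PSD95 inputs than in Pan-TurboID inputs, with a log2 fold change of 1.92 in 6 of 6 pairs (edgeR FDR 0.999), as transcripts of the construct would give. The construct carries untranslated regions and coding sequence of PSD95, so that its footprints are a candidate explanation. Higher translation of endogenous Dlg4 near the bait stays open, since the counts do not part the 2 kinds of transcript.

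DHPG pulldowns over inputs differed from resting ones at 876 genes. With thinning to equal totals, 56.1% of these genes still passed, and with the trend with CDS length removed, 402 genes passed, 350 of them among the 876. Neither value decides between a loss of power and a share of the calls made by library size or CDS length. Of 100 splits that moved pulldowns and inputs apart, 6 gave as many genes. The 3 of these with the most genes kept all DHPG pulldowns apart from all resting ones and mixed only inputs, so they carry the difference between experiments and say nothing about chance. With each pulldown moved together with its input, 1 of 10 splits gave as many, the real one, which cannot decide with 3 against 3. Leaving out replicate 1, 2 or 3 left 36, 73 and 219 genes. The inputs of both experiments, in which DHPG and resting neurons also differ in treatment, differed at 4199 of 12803 genes (32.8%). Treatment and experiment cannot be told apart, because the resting libraries belong to the KCl experiment. A response to DHPG stays open and was not tested apart from this.

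The dendritic response to KCl differed between knockdown and no knockdown at 1 gene, Bsg, with a log2 fold change of -2.95 (SE 0.441). After thinning to equal totals it was -2.99 (edgeR FDR 0.00556), which does not decide about library size either. Its FDR was 0.0871 without replicate 1, 1 without replicate 2 and 0.319 without replicate 3, with log2 fold changes of -3.30, -2.50 and -2.91. Without replicate 1 or 2 each knockdown group holds 1 library and the other groups give the spread, so these lost calls need not mean a weaker effect. The CPM of Bsg in knockdown pulldowns fell in both replicates, while its inputs did not fall. Knockdown and experiment cannot be told apart, because inputs of both experiments differed at 3302 genes and no group without knockdown from the knockdown experiment was analysed here. An effect of eIF4G2 knockdown on Bsg stays open.

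Among the 6 depolarized inputs of the KCl experiment, replicate 1 of the depolarized Pan-TurboID inputs stood apart by its 3′ UTR share, at 2.11% with the next at 1.61%. Of 16 sets of samples and measures examined in this way, chance alone singles out about 1 in 20. Inputs of the other groups reached 2.27%, so the share is unusual for its condition rather than for inputs. This library also lay nearest to the pulldowns among the 12 inputs of the KCl experiment, at -0.140, on a score along the difference between pulldown and input of the DHPG experiment. Replicate 2 of the depolarized TurboID-PSD95 pulldowns lay among the inputs on that score, at -0.195, with the inputs at -0.508 to -0.140 and the other 11 pulldowns at 0.0318 to 0.586. A swap of labels between these 2 libraries is argued against by Dlg4, at 1474 CPM in the pulldown, where Pan-TurboID libraries had 15.7 to 59.7 CPM, TurboID-PSD95 inputs 53.7 to 199 CPM and TurboID-PSD95 pulldowns 337 to 5220 CPM. Such a score would follow from a weaker separation of pulldown from input in that preparation. Of the 19 pairs of pulldown and input, its pair also had the highest ratio of 5′ UTR shares (0.677) and the lowest of 3′ UTR shares (1.26). Within long CDSs, its excess of the last over the first bin was the smallest (1.19). The level of Dlg4, inside the range of TurboID-PSD95 pulldowns, gives no sign of a weaker separation. The question stays open, since these measures do not part it from other causes. The score exceeded that of the input of the same number and condition by 0.313, against 0.828 and 0.652 for numbers 1 and 3. No biological explanation was tested.

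Eif4g2 stood apart in replicate 3 of the depolarized TurboID-PSD95 inputs, at 772 CPM with the next of the 6 TurboID-PSD95 inputs at 582 CPM. The depolarized Pan-TurboID input of the same number had 811 CPM, so the level is not that of 1 library alone. The other depolarized TurboID-PSD95 inputs had 576 and 538 CPM, so that depolarization alone does not give this level. Without replicate 3, the log2 fold change of Eif4g2 in knockdown inputs was -0.86, so this library does not carry that difference. No further cause was tested.

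The 3′ UTR share was higher in the pulldown than in its input in 19 of 19 pairs, with a median ratio of 1.74 (range 1.26 to 3.27). The comparisons used 3′ UTR counts only in the total of the 5′ UTR share. Inputs had 1.47% to 2.27% and pulldowns 1.86% to 6.91%. This share is taken over 5′ UTR, CDS and 3′ UTR counts together, so lower 5′ UTR counts in pulldowns raise it by themselves. Alone, this would raise the CDS share by the same factor. The CDS share was 71.4% to 82.9% in inputs and 79.8% to 92.0% in pulldowns. Such a rise stays below the median ratio of 1.74, which argues against lower 5′ UTR counts as the whole cause. How much of the rise comes from them was not tested. Without the 100 genes with the most 3′ UTR counts the median ratio was 1.49, still above 1 in 19 of 19 pairs, and after thinning both libraries of a pair to the same total it was 1.74 (1.743). The first value argues against a few genes as the whole cause. Thinning leaves a share as it is on average, so library size was not decided by it. Fragments of RNA other than ribosome footprints in the pulldown, and ribosomes beyond stop codons, stay open and were not tested.

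The share of counts on transcripts without a CDS in the 5′ UTR files, outside all comparisons, was higher in the pulldown in 19 of 19 pairs, with a median ratio of 1.47 (inputs 38.0% to 52.1%, pulldowns 47.0% to 77.5%). Without the 10 transcripts with the most counts the median ratio was 1.48, in 19 of 19 pairs, which argues against a few transcripts. The counterpart in the 3′ UTR files was higher in 1 of 19 pairs, with a median ratio of 0.959. The 5′ UTR files hold such transcripts of the minus strand and the 3′ UTR files those of the plus strand. Lower counts in coding 5′ UTRs of pulldowns raise the first share by themselves, so this signal need not be more than the other side of the lower 5′ UTR share. No biological explanation was tested.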

How the results depend on the processing

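Removal of the trend with CDS length, the block of replicate number within condition, sums of both inputs, 5′ UTR exons apart from the CDS and leaving out single knockdown libraries were chosen after seeing the data.

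Of 867 values of named genes under alternatives, 820 kept their direction and their side of the threshold, 40 lost the threshold (19 of them when a replicate or library was left out), 5 gained it and 2 reversed. The reversed values were that of Dennd6b in resting dendrites, -1.25 with the transcript of the highest count, and that of Eif4g2 in depolarized dendrites, 0.0596 beyond the enrichment of Pan-TurboID, and the cause was not tested. Of 236 counts and differences in share under alternatives, 178 stayed within 1.5 times (counts) or kept their sign and their side of the threshold (differences in share), whatever their size, 57 counts moved further and 1 difference gained the threshold. A difference in share could change greatly within this limit, as that of Pan-TurboID pulldowns from 1.77 to 0.0324 percentage points without replicate 3 and that of TurboID-PSD95 pulldowns from 3.84 to 1.60 without replicate 2. Of the gene lists, 73 passed camera with RLE size factors, 73 with library size alone and 83 with the replicate block within condition, against 72. Leaving out a replicate number in the knockdown differential leaves no residual degrees of freedom and was not run, and single libraries were left out instead.

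Fewer samples lowered most counts. Leaving out a replicate gave 16 to 3600 genes for resting dendrites, 17 to 2904 for depolarized dendrites, 91 to 1450 for pulldowns against pulldowns, 517 to 2095 for inputs, 1280 to 3737 for Pan-TurboID, 0 to 1 beyond Pan-TurboID, 0 to 312 for 5′ UTRs of pulldowns, 36 to 219 for DHPG against rest and 0 (0 to 0) for knockdown against no knockdown. Single knockdown libraries left out gave 166 to 653 genes. The difference in 5′ UTR share of inputs was 2.66 to 3.49 percentage points when a replicate was left out, with an exact permutation p of 0.0286 at 3.49, without replicate 1, and above 0.05 in the others. That test takes paired inputs of both baits as independent.

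The choice of test changed small counts. The likelihood ratio test gave 2 genes for differential dendritic translation, 151 for 5′ UTRs of pulldowns and 27 for knockdown against no knockdown. DESeq2 gave 1, 200 and 30 genes for these, 1377 for pulldowns against pulldowns, 2 beyond Pan-TurboID and 1316 for DHPG against rest. A z-score modelled on the study's, which carries no test against replicates, gave 581 genes for differential dendritic translation and 662 for its 5′ UTR counterpart. The cause was not tested.

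With the trend with CDS length removed, counts were 2583 for resting dendrites, 1388 for depolarized dendrites, 2807 for Pan-TurboID, 402 for DHPG against rest, 9 for knockdown against no knockdown and 0 beyond Pan-TurboID. The replicate block within condition gave 4304 genes for depolarized dendrites and 1 between inputs of both baits. The replicate block over numbers gave 1814 for DHPG against rest, 22 for knockdown against no knockdown and 212 for 5′ UTRs of pulldowns. Inputs summed over both baits gave 1241 genes for the response to KCl, with fewer samples. The cause of the other changes was not tested.

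Scaling by library size alone gave 1306 genes for DHPG against rest and 0 beyond Pan-TurboID. TMM factors of the 5′ UTR counts themselves gave 46 genes for 5′ UTRs of pulldowns (34 higher, 12 lower), and exons that do not touch the CDS gave 6. Without a filter, 0 genes passed beyond Pan-TurboID and 16 for knockdown against no knockdown, and the stricter filter gave 0 beyond Pan-TurboID. In these counts of 0 by edgeR, 168 genes (library size), 300 (no filter), 223 (stricter filter) and 220 (CDS length) had an unadjusted p below 0.05. Measured beyond the enrichment of Pan-TurboID in the same condition, resting and depolarized dendrites gave 0 genes each, with 96 and 175 at an unadjusted p below 0.05. The cause was not tested.

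Depth and spread between replicates limit what could be found. Of simulated 2-fold and 4-fold changes, the fits recovered 26.5% and 81.0% for resting dendrites, 4.5% and 63.5% for differential dendritic translation, 11% and 71% for pulldowns against pulldowns, 57.5% and 85.0% for inputs, 57.0% and 91.5% for Pan-TurboID, 93.0% and 100% for DHPG, 22% and 74.5% for DHPG against rest and 25.5% and 70.5% for the knockdown differential. For 4-fold changes it was 12.5% for differential 5′ UTR occupancy, 30.0% for 5′ UTRs of pulldowns and 11.5% for knockdown against no knockdown.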

Other observations

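The tests of an enrichment common to both baits, of CDS length in resting dendrites and in the knockdown, of starting ribosomes, of a few genes with many 5′ UTR counts, of the density in the second against the first part of the CDS and by distance from the start codon, of a KCl response shared with cultures without knockdown, and of microglia, and the splits that move whole cultures or keep to pairs, were chosen after the result was seen.

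Whether other splits of the same libraries give as many genes was counted for each comparison. Chance can be excluded for resting (1 of 84 splits, the real one) and depolarized dendritic translation (2 of 84). It can also be excluded for the Pan-TurboID enrichment (1 of 100) and Eif4g2 in knockdown inputs (1 of 100). For the response of inputs to KCl, 1 of 100 splits gave as many genes, but these moved the paired inputs of both baits apart. Whole cultures were not moved for it, and 3 against 3 makes 10 splits, which cannot decide. The other split for depolarized dendrites exchanged replicate 2 of the TurboID-PSD95 pulldowns with replicate 1 of the Pan-TurboID inputs and gave 2582 genes, against 292 for the real one in a fit of these 9 libraries alone. Splits that exchange libraries only within the same number and condition gave 1 of 27 for resting and for depolarized dendrites and 1 of 32 for the Pan-TurboID enrichment, each time the real one. Between TurboID-PSD95 and Pan-TurboID inputs, counted at an unadjusted p below 0.05, 77 of 100 splits gave as many genes without regard to pairs and 2 of 32 with baits exchanged within pairs, so chance cannot be excluded for the count. With the replicate block within condition, 4 of these 32 splits gave as many genes at that p (619 for the real one), and 1 of 32, the real one, gave a gene past the FDR, which was Dlg4. For differential dendritic translation and differential 5′ UTR occupancy, 48 and 44 of 60 splits gave as many genes at that p, but these moved pulldowns and inputs apart, so the KCl response itself enters them. With whole cultures moved, 3 of 10 and 7 of 10 splits did. Comparisons of 3 against 3 make 10 splits and cannot decide, with 1 of 10 for pulldowns against pulldowns, 2 of 10 for their 5′ UTR counts and 1 of 10 for DHPG pulldowns against inputs.

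The resting dendritic calls resemble those of the unlocalized bait. Fold changes of the baits, each over its own input and with no library shared, had a Pearson correlation of 0.945 across genes, which fits an enrichment common to both baits. After thinning to equal totals 85.7% of the resting calls still passed. Thinning leaves fold changes as they are on average, so this does not decide about library size. With the trend with CDS length removed 2583 genes passed, 2050 of them among the original calls, which argues against CDS length as the whole cause. A set of mRNAs translated near both baits stays open. With 1 gene past the FDR beyond the enrichment of Pan-TurboID, these counts give little that is particular to the localized bait, at a test that recovered 75.0% of simulated 4-fold and 12% of 2-fold changes in 200 of 13019 genes.

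The lower 5′ UTR share of pulldowns (median ratio 0.353) was still 0.376 in 5′ UTR exons that do not touch the CDS, which argues against footprints of starting ribosomes as the whole cause, and 0.349 without the 100 genes with the most 5′ UTR counts, which argues against a few genes. Inside the CDS, the density of the second part over the first was higher in the pulldown than in its input in 19 of 19 pairs, by a median of 1.08 on the log2 scale. Within long CDSs the last bin exceeded the first by a median of 1.93. A hypothesis is that the pulldown may favour ribosomes far along the mRNA, whose nascent chains are longer and offer more sites for biotin. This would be a property of the labelling shared by both baits, and it would affect comparisons of 5′ UTR and CDS counts between pulldown and input. Ribosomes that run off during the work-up were not tested. By the study's methods, input and pulldown came from the same monosome fraction after nuclease treatment, so run-off before that step was common to both. A true difference between dendrites and other compartments would not give the pattern with Pan-TurboID, which has no localization signal. Its pairs of the KCl experiment had ratios of 5′ UTR shares of 0.299 to 0.519, against 0.234 to 0.677 for TurboID-PSD95. Their excess of the last over the first bin was 1.54 to 1.903, against 1.186 to 2.617. These ranges argue against such a difference as the whole cause, and a part in it stays open.

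In the knockdown, 461 genes passed in the differential comparison. Its Pearson correlation with the differential of cultures without knockdown was -0.02 (-0.0163) across genes. The replicates of that reference, taken over TurboID-PSD95 inputs alone, correlated with each other only at -0.0989 to 0.166, so a KCl response shared with cultures without knockdown cannot be told apart from noise. Thinning kept 78.3% of the calls, which does not decide about library size either. With the trend with CDS length removed 396 genes passed, which argues against CDS length as the whole cause. The lower genes named by the rule, Cst3, Bsg and Ly6h, encode proteins with a hydrophobic N terminus, as the signal sequences of secreted and membrane proteins have. Apart from named genes, a hydrophobic stretch (8 residues with a mean hydropathy of at least 2.5 among the first 35) was found in 101 of 261 lower genes (38.7%) and 11 of 170 higher genes (6.47%), against 14.9% of all genes tested. As a set, such genes had a median log2 fold change of -0.04 against 0.03 for other genes, with an FDR of 0.0368 in camera and 0.191 in fry, so a shift of the set cannot be told apart from correlation between genes. In the difference between knockdown and no knockdown, such genes had a median of -0.06 against -0.02 for other genes. They passed neither test there (camera FDR 0.333, fry FDR 0.342), so a different response of the set was not shown. That mRNAs translated at the endoplasmic reticulum may respond differently in the knockdown is a hypothesis from these data alone. The experiment and the knockdown are confounded here too.

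Microglia markers were higher in knockdown inputs than in TurboID-PSD95 inputs of the KCl experiment, with a median log2 fold change of 3.40 (3.395) over 8 markers, 6 of them past the FDR and 1 lower. C1qb, at 0 in the 6 TurboID-PSD95 inputs of the KCl experiment, was at least 32.5-fold higher against a floor of 3 counts over the group, and with it at this bound the median was 3.40. Summed over 10 markers, the level was 25.3 ± 1.06 CPM in resting and 28.7 ± 3.20 CPM in depolarized knockdown inputs (SD, n = 2 each), against 4.25 ± 2.10 and 3.59 ± 2.15 CPM without knockdown (SD, n = 3 each) and 4.31 ± 1.47 CPM in DHPG inputs (SD, n = 3). The most abundant, C1qa, reached 14.4 CPM in 1 library. Markers of astrocytes were at 1027 and 1301 CPM in knockdown inputs against 1403 ± 553 and 1123 ± 181 CPM (SD, n = 3 each) at rest and after depolarization. Those of oligodendrocytes were at 231 and 239 CPM against 508 ± 200.3 and 229 ± 55.9 CPM. Those of endothelial cells were at 65.6 and 87.2 CPM against 32.5 ± 16.03 and 29.7 ± 31.9 CPM. DHPG inputs had 291 ± 8.09, 70.4 ± 3.15 and 10.2 ± 1.11 CPM of these 3 kinds of marker (SD, n = 3 each), all lower than knockdown inputs. More microglia in the knockdown cultures is a candidate explanation. A general difference in the share of other cells stays open. At rest, astrocyte and oligodendrocyte markers were lower in knockdown inputs than in the KCl experiment. After depolarization they were higher, but within the SD of the KCl experiment. Both were higher than in the DHPG experiment, and endothelial markers were higher than in both experiments. Whether the cultures or the siRNA treatment made this difference was not tested.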
